A study of Homo sapiens with 6 samples.

How the data were processed

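RNA of HEYA8 cells with a luciferase or an ETS1 hairpin was profiled in 3 samples per group. Per the labels' protocols, total RNA was treated with DNase, selected for polyadenylated RNA and copied with random hexamers, and the double-stranded cDNA was sheared and size-selected; no strand-marking step is described, so reads from overlapping genes on opposite strands may not be separable. Per the submitters' processing notes, TopHat2 2.0.7, Bowtie2 2.0.6, SAMtools 0.1.18 and Cufflinks 2.1.1 were used with genome build hg19. The notes give no roles, and the gene annotation, the scaling between libraries and the dispersion settings are not given in the sources used here. Per the file headers, the deposited table has the columns of a Cuffdiff comparison of luciferase shRNA with ETS1 shRNA, with a locus per gene.

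The authors combined the samples of each group, so the table holds 1 FPKM value per gene and group, the log2 fold change of ETS1 over luciferase shRNA, a test statistic (a score not used here), a p-value and a q-value, per the file headers. The deposited q-values equal a Benjamini-Hochberg adjustment of the deposited p-values over the 11952 tested rows, with a largest difference of 5.16e-07. All p-values are multiples of 5e-05, which is also the smallest. Rows marked as untested numbered 8109, 8098 of them marked as not tested, 9 with low data and 2 (GAPDH and VIM) with too much data. No measurement per sample was used, because the table gives none. Hence there was no test of sample spread, no leave-one-out fit and no regrouping of samples here, and the count or limma test set out for values per sample did not apply.

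Several features of the deposited table limit its use. It had passed through a spreadsheet: 28 gene names had become dates, and 629 cells of the deposited log2 fold change column held an error text, read here as minus infinity, beside 556 cells of plus infinity. In 15777 rows with both levels above 0, the deposited log2 fold change equalled the log2 ratio of the FPKM values within 0.001, except in 23 rows, 16 of them tested and none called. Of the called genes, 1 lies on an alternative haplotype contig (ARHGAP27), where reads may be shared with the main chromosome, and 1 has a locus that overlaps another expressed row. Depth is unknown, since FPKM values carry no read number. For 1671 untested rows under 0.05 FPKM, the ratios of the group values piled up in 4 bins of 0.02 log2 units with 20 or more rows, against a median of 4 per bin. Some of these may therefore come from single reads, but this was not tested, because whole reads could not be recovered from group values. No interval or detection limit is given for that reason. Coordinates are those of the deposited table on hg19, with 1 added to the start so that they count from 1.

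Precision was described from the table itself. Among genes with a deposited p-value between 0.04 and 0.06, the median absolute change was 1.60-fold below a mean of 1 FPKM, 1.49-fold from 1 to 5 FPKM, 1.42-fold from 5 to 20 FPKM, 1.39-fold from 20 to 100 FPKM and 1.39-fold above.

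A gene was called changed at a deposited q-value of at most 0.05. Gene lists (29) were fixed before the data were examined, as were the thresholds, the naming rule and most of the settings to be varied. For each list the called members were counted, the deposited p-values were adjusted again over the list alone (Benjamini-Hochberg), and the median log2 fold change of tested members with a mean of at least 1 FPKM was set against 10000 random lists of the same size, matched on mean level in 20 bins. These percentiles describe the deposited group values and are not p-values, since genes are not replicates. Lists with fewer than 3 such members got no percentile. The adjustment over a list alone was not corrected across the 29 lists, so passing it alone is weaker evidence than a call. None of the symbols of a list of mitochondrially encoded genes was found. The named genes are ETS1; the 10 largest rises and 10 largest falls among called genes with at least 1 FPKM in the lower and 5 FPKM in the higher group, passing over rows without a gene symbol; up to 4 called genes per list with at least 1 FPKM in the higher group, by fold change; up to 2 of the most abundant genes of lists with no call; and PTK2, PLAU, MMP1, MMP9 and VEGFA. Other called members of a list, members that passed over the list alone, and the genes named as markers, as ETS relatives or in the closing section beyond this rule were chosen after their values were seen. Some genes that the rule or the lists name are not reported here.

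Transcript GC content, length and 3' untranslated regions came from GENCODE 29 (GRCh38) by current or older gene symbol, using no coordinates; for each gene the transcript with the longest coding sequence was taken. A value was found for 9736 of 10676 expressed genes (91.2%) and for 80 of the 85 called genes among them. The GC trend was a cubic fit of the log2 fold change on GC content. For the heptamer scan, the log2 fold change (limited to 1.5 either way) of 9482 genes with a 3' region of at least 30 bases was regressed on GC content, length, base composition of the region and mean level, and the residuals of genes with and without each of 15039 heptamers found in at least 100 genes were compared as a z value, with 1000 permutations of the residuals, and the scan was repeated without the called genes. On simulated data, the list step placed all 40 lists of 20 genes shifted by 0.5 log2 units above percentile 97.5 and 4 of 40 unshifted lists outside the central 95%, over 10676 genes. The scan ranked the planted heptamer first in 20 of 20 runs with a shift of -0.1 over 9482 genes. That shift is larger than the mean residuals of genes with the heptamer TTCCAGA reported below, -0.07 and -0.04. No run without a planted shift is recorded for the scan. The runs therefore do not show how reliably it ranks a shift of the observed size. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.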

Results

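The transcriptome of HEYA8 cells, an established human ovarian cancer cell line that the submitters describe as low grade serous, was profiled by sequencing of polyadenylated RNA. The cells carried a stably expressed short hairpin RNA (shRNA) delivered by lentivirus and kept under puromycin. One group expressed an shRNA against luciferase, which is not a human gene and served as the negative control (shLuciferase, 3 samples). The other expressed an shRNA against ETS1, a transcription factor of the ETS family (shETS1, 3 samples). The deposited values are 1 FPKM (sequenced fragments scaled to transcript length and library depth) per gene and group, so the levels below are the authors' group values, and no spread between the samples of a group could be computed. The table listed 20061 rows, of which 11952 had been tested by the authors; 10616 rows reached 1 FPKM in shLuciferase and 10702 in shETS1. Sequencing depth per sample is unknown from these values. The labels do not say whether the samples of a group were separate cultures, so the authors' p-values may reflect technical spread only.

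The targeted gene was examined first. ETS1 (locus chromosome 11, 128328656 to 128457453, hg19) stood at 41.4 FPKM in shLuciferase and 17.9 FPKM in shETS1, a level 56.9% lower. The authors' deposited table gives it a log2 fold change of -1.21 and a q-value of 0.00964. Of the other ETS family members, 17 were tested and none passed the test. Among the more abundant ones, ETV4 was at 62.9 FPKM in the control and 58.7 FPKM after ETS1 knockdown. ERF was at 29.5 and 23.2 FPKM, ELK3 at 26.5 and 24.7 FPKM and ETV5 at 20.7 and 25.4 FPKM. ETS2, the closest relative of ETS1, was at 9.09 and 11.7 FPKM, and the less abundant ETV3 at 2.89 and 1.65 FPKM. Of the 16 family members with a mean of at least 1 FPKM, ETS1 included, 12 had a log2 fold change below 0.

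The comparison of the groups asks which transcripts differ in these cells when ETS1 is lowered. In the authors' deposited table, 97 of the 11952 tested genes passed a q-value of 0.05, 65 of them higher and 32 lower in shETS1. At an unadjusted p under 0.05 there were 829 genes, against 597.6 that chance alone would give. The p-values of 62 of the called genes sat at the smallest value in the table, 5e-05, so their order carries no information and genes are ranked here by fold change. The smallest called change was 1.83-fold, the 0.87 log2 units of CTGF in the authors' deposited table. No gene with a smaller change was called.

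**Figure D1:**
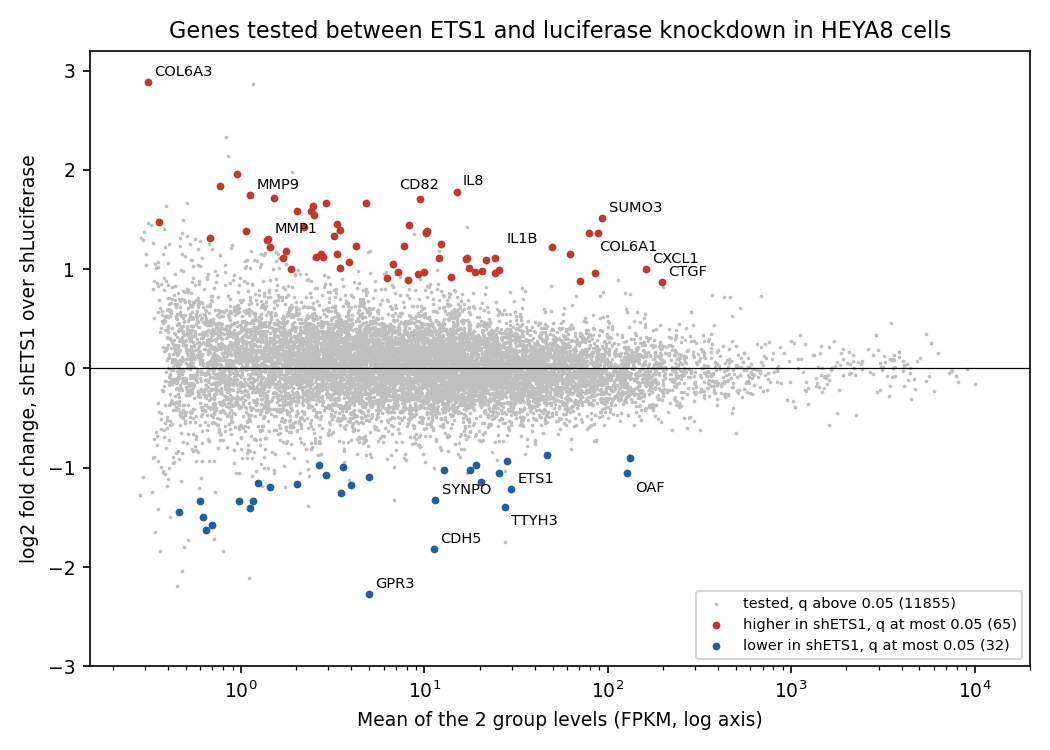
Log2 fold change (shETS1 over shLuciferase, vertical axis) of each tested gene against the mean of its 2 group FPKM values (horizontal log axis). Red points are genes called higher (65 in all) and blue points genes called lower (32 in all) at a q-value of 0.05. Grey points are the tested genes that were not called. The 4 genes with no finite fold or outside the axes are not drawn, among them the called gene MT1B, listed at 0 in shETS1. ETS1 lies among the lower genes at 41.4 against 17.9 FPKM, and no gene was called at a change under 1.83-fold.

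Among called genes with at least 1 FPKM in the lower group and 5 FPKM in the higher, IL8 had the largest rise. This neutrophil chemokine, now named CXCL8, rose from 6.77 to 23.3 FPKM (3.44-fold). CD82, a tetraspanin known as a metastasis suppressor, rose from 4.43 to 14.4 FPKM (3.26-fold). MLPH, a linker of Rab proteins to myosin, rose 3.18-fold from 2.30 FPKM, and SUMO3, a ubiquitin-like modifier, rose from 48.5 to 138 FPKM (2.85-fold). GFPT2, an enzyme of the hexosamine pathway, rose 2.72-fold, the transcriptional regulator PRDM8 rose 2.63-fold, PPPDE1 2.60-fold, and AMIGO2, a cell adhesion protein, 2.58-fold. COL6A1, a chain of collagen VI, rose from 44.0 to 114 FPKM and TMEM158 from 49.4 to 127 FPKM, each 2.58-fold. The locus of AMIGO2 overlaps that of another expressed gene, FAM113B, so its reads are uncertain. All 10 have a q-value of 0.00964 in the authors' deposited table.

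Under the same rule, GPR3 had the largest fall. This constitutively active G protein-coupled receptor fell from 8.31 to 1.72 FPKM, 4.84-fold lower. CDH5, the VE-cadherin of endothelial junctions, fell from 17.6 to 5.00 FPKM, 3.52-fold lower. TTYH3 fell from 39.8 to 15.2 FPKM, and SYNPO, which encodes the actin-binding protein synaptopodin, fell from 16.4 to 6.56 FPKM. The fall of ETS1 itself, 2.32-fold, was the fifth. ARHGAP30 fell from 5.50 to 2.44 FPKM, SLC24A6, a sodium/calcium exchanger, from 28.1 to 12.7 FPKM, and PIP4K2C, a phosphoinositide kinase, from 6.79 to 3.18 FPKM. C9orf140 fell from 34.4 to 16.5 FPKM and OAF from 172 to 83.0 FPKM. The q-value of each of these 10 genes in the authors' deposited table was also 0.00964.

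Inflammatory genes had the highest median fold change of the lists examined. Of 22 tested genes on a list of cytokines and NF-kappaB targets, 9 rose and none fell after ETS1 knockdown: IL8, BIRC3, ICAM1, IL1B, CXCL1, CXCL2, CXCL3, CSF3 and IL32. These 9 are among the 18 members with a mean of at least 1 FPKM, and random lists of 18 genes matched on expression held 0.173 called genes on average. IL8, CXCL1, CXCL2 and CXCL3 lie together on chromosome 4 (74606223 to 74964997, hg19), a clustering that random lists do not share. Without them, 5 of the remaining 14 members were called and their median log2 fold change was 0.71, above the central 95% of random lists, -0.15 to 0.18. BIRC3, an inhibitor of apoptosis, rose from 1.40 to 4.45 FPKM, ICAM1, an adhesion receptor for leukocytes, from 1.21 to 3.61 FPKM, IL1B from 29.9 to 69.9 FPKM and CXCL1 from 107 to 214 FPKM. Adjusted over the list alone, 14 members passed, all of them higher in shETS1. The further ones were CSF2, IL1A, NFKB2, NFKBIA and RELB, none of them called over all tested genes. The q-values in the authors' deposited table were 0.141 for CSF2, 0.152 for IL1A, 0.529 for NFKB2 and 0.202 for NFKBIA. The median log2 fold change of the 18 members was 0.86, against a central 95% of -0.14 to 0.16 for 10000 random lists matched on expression.

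Matrix genes and secreted proteases also had members that rose. Of 25 tested genes of collagens and other matrix proteins, 4 rose and none fell (COL1A1, COL6A1, COL6A3 and COL7A1), and 5 rose adjusted over the list alone. COL1A1, a chain of fibrillar collagen I, rose from 1.29 to 3.75 FPKM (2.91-fold) and COL7A1 from 1.08 to 2.45 FPKM (2.27-fold). Once 1 FPKM was added to both levels, the log2 ratio of COL1A1 went from 1.54 to 1.05 and that of COL7A1 from 1.18 to 0.73. COL6A3 was called but reached only 0.546 FPKM in shETS1. The median log2 fold change of the list was 0.24, above the central 95% of matched random lists, -0.12 to 0.15. With members limited to a mean of at least 5 FPKM, the median lay at percentile 83.5 of matched random lists, inside the central range.

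Genes widely described as ETS1 targets did not fall as a group. Of 25 tested, 3 rose and none fell: the interstitial collagenase MMP1 rose from 0.816 to 2.01 FPKM, the gelatinase MMP9 from 0.517 to 1.73 FPKM and the lymphangiogenic factor VEGFC from 4.35 to 8.17 FPKM. Their q-values in the authors' deposited table were 0.0306, 0.00964 and 0.0352. With 1 FPKM added to both levels, the log2 ratio of MMP9 was 0.85 (1.74 as deposited) and that of MMP1 was 0.73 (1.30 as deposited). The median log2 fold change over 23 members was 0.26, with 18 above 0. PTK2, which encodes focal adhesion kinase, was at 29.9 FPKM in the control and 16.7 FPKM in shETS1, and its q-value in the authors' deposited table was 0.194. PLAU, the urokinase plasminogen activator, was at 514 and 854 FPKM with a q-value of 0.303 in the authors' deposited table, and VEGFA at 3.26 and 4.04 FPKM with a q-value of 1.00 there. Adjusted over the list alone, 8 genes of the list passed, with PTK2 lower and the others, among them EGR1, MMP1, MMP9, PLAU, PTHLH and VEGFC, higher. In the list of metalloproteinases, the plasminogen system and their inhibitors, MMP1 and MMP9 were the 2 risen genes of 27 tested, and adjusted over the list alone 5 were higher and ADAM15 was lower.

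Smaller numbers of genes were called on other lists. Of the angiogenic factors, 3 of 17 tested rose (CXCL1, IL8 and VEGFC), also adjusted over the list alone, with a median log2 fold change of 0.33. Without CXCL1 and IL8, which lie in the chemokine stretch of chromosome 4, 1 of the remaining 15 was called and their median was 0.31. Among TGF-beta response genes, 2 of 17 rose: TGFBR1, a TGF-beta receptor, 2.01-fold from 1.24 FPKM, and CTGF, a matricellular growth factor, from 140 to 256 FPKM. Adjusted over the list alone there were 6, and the median was 0.32. The log2 ratio of TGFBR1 shrank from 1.00 to 0.64 once 1 FPKM was added to both levels. CTGF was also the single called gene of 17 YAP and TAZ targets, under both adjustments. CLDN1, a tight junction protein, rose from 16.4 to 32.0 FPKM and was the only call among 11 tested epithelial genes under both adjustments, while the median of that list had the other sign, at -0.21, and lay inside the central range of random lists in 2 other settings. Single genes also rose among 23 tested genes of the endoplasmic reticulum stress and amino acid response (SLC7A11) and 22 apoptosis regulators (BIRC3). The count of each was the same adjusted over the list alone. SLC7A11 rose from 0.799 to 1.96 FPKM, and its log2 ratio shrank from 1.29 to 0.72 once 1 FPKM was added to both levels.

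**Figure D2:**
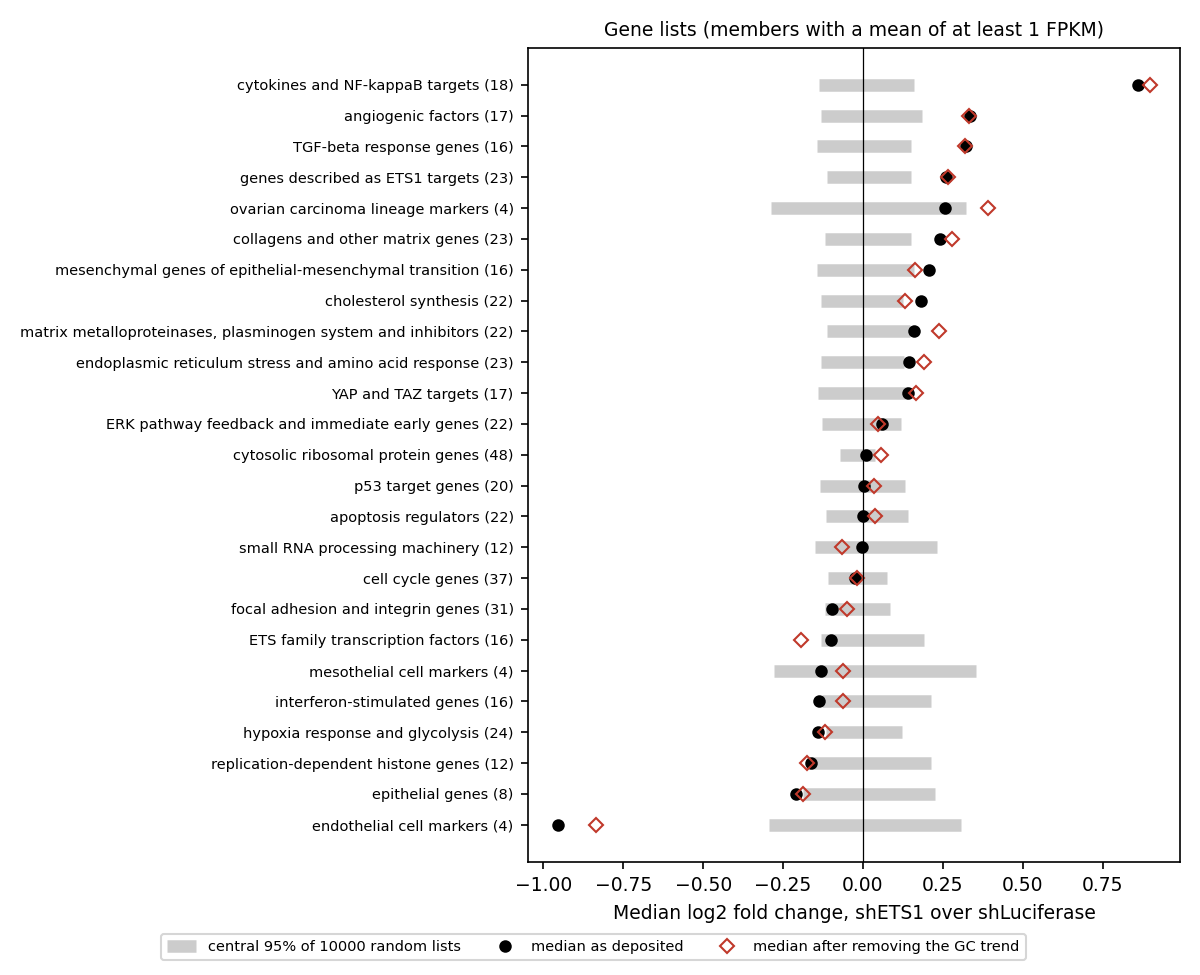
Median log2 fold change (shETS1 over shLuciferase, horizontal axis) of each list fixed in advance, with the number of members at a mean of at least 1 FPKM in parentheses. Black circles are the deposited fold changes, open red diamonds those of members with a GC value after a trend on transcript GC content was removed, and grey bars the central 95% of 10000 random lists matched on expression. The cytokine and NF-kappaB list lies highest at 0.86 and the 4 endothelial markers lowest at -0.96.

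Most listed markers of leukocytes, fibroblasts and adipocytes were too low to be tested. Of 9 listed endothelial markers only 4 were tested, but some of these were abundant. PTPRC and TYROBP, leukocyte genes, were listed at 0 in both groups. Of 3 tested leukocyte markers none was called, under either adjustment, and CD68, which many cell types express, was at 48.5 and 47.1 FPKM. Of the untested endothelial markers, CLDN5, KDR and EMCN were at 0.295, 0.0710 and 0.00343 FPKM in the control. The 4 tested ones were expressed in the control cells, with TIE1 at 164 FPKM, ROBO4 at 21.0 FPKM, CDH5 at 17.6 FPKM and ESAM at 2.42 FPKM. CDH5 fell, and the other 3 of these 4 tested genes had values of 122, 12.8 and 1.06 FPKM in shETS1. Adjusted over the list alone, CDH5, ESAM and ROBO4 passed, all lower, although the deposited locus of ESAM is shared with VSIG2 and its reads are uncertain. The list's median log2 fold change was -0.96, below the central 95% of random lists, -0.29 to 0.31. Of 6 tested mesothelial markers, LRRN4 fell from 1.39 to 0.551 FPKM, under both adjustments, with a log2 ratio of -0.62 once 1 FPKM was added to both levels. Of 2 tested fibroblast markers, COL1A1 rose, under both adjustments, and FAP was not called, at 4.60 and 6.31 FPKM. The untested COL3A1 was listed at 0 in both groups. None of 2 tested adipocyte markers was called; PPARG was at 5.03 and 4.93 FPKM, and CIDEC passed adjusted over the list alone at 0.258 and 0.538 FPKM. Of 5 tested ovarian carcinoma lineage markers none was called and SOX17 passed adjusted over the list alone, at 1.15 and 2.38 FPKM, while PAX8 was at 79.7 and 76.8 FPKM.

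No member was called on the lists of cell cycle genes (37 tested), p53 targets (20), cytosolic ribosomal protein genes (48), focal adhesion and integrin genes (33), interferon-stimulated genes (21) or replication-dependent histone genes (14), and none passed adjusted over the list alone. The medians of the first 3 were -0.03, 0.00 and 0.01, with the mitotic activator CDC20 at 506 FPKM in the control and 443 FPKM after ETS1 knockdown. Focal adhesion and integrin genes had a median of -0.10, within the central range of -0.12 to 0.08, and FLNA, an actin crosslinker, was at 562 and 483 FPKM. Interferon-stimulated genes had a median of -0.14, just outside the central range of -0.13 to 0.21 but inside it in 3 other settings. ISG15 was at 46.3 and 39.6 FPKM. The histone genes had a median of -0.16, at percentile 2.43 of theirs but inside the central range in 3 other settings. Because polyadenylated RNA was selected, histone transcripts without a poly(A) tail were not measured, so these values cannot speak for them. No member was called either on the lists of mesenchymal genes (16 tested, median 0.21, percentile 99.4), ERK feedback and immediate early genes (23 tested, median 0.06), hypoxia and glycolysis genes (26 tested, median -0.14, percentile 0.91 but inside the central range in 2 other settings) or small RNA processing genes (13 tested, median 0.00). One member of each of those lists passed adjusted over the list alone: SNAI2 (4.79 and 8.56 FPKM), EGR1 and BNIP3L, higher in shETS1, and EIF2C2, lower. VIM, the most abundant mesenchymal gene with 7171 FPKM in the control, was marked as having too much data, so its 0 in shETS1 is no measurement. The same mark left GAPDH at 0 in both groups. In all, the medians of 15 of the 25 lists with at least 3 measurable members lay outside the central 95% of their random lists. Of these, 10 lay above and 5 below. Lists drawn at random would give 1.25, but 4 of 40 unshifted lists lay outside on simulated data. Lists also share genes, so they are not independent, and the count is not a test.

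Fold changes were related to the base composition of the transcripts. Across 9736 expressed genes with a GC value, the log2 fold change and transcript GC content had a Spearman rho of -0.47, where genes are not independent replicates. The decile of genes with the lowest GC content had a median log2 fold change of 0.25 and the decile with the highest -0.16. The 57 risen genes with a value had a median GC content of 46.0% and the 23 fallen genes 56.4%, against 49.95% for expressed genes. With the trend removed, the 17 cytokine list members with a GC value had a median of 0.90 (0.75 before), the matrix list 0.28, the ETS1 target list 0.27 and the endothelial list -0.84, all outside the central 95% of their random lists. Interferon-stimulated genes then had a median of -0.06, inside it, while the ETS family list moved from -0.10, inside it, to -0.19, outside it, and the 4 ovarian carcinoma lineage markers from 0.26, inside it, to 0.39, outside it. The 3' untranslated regions of the fallen genes GPR3, OAF and PIP4K2C, and of ETS1, hold the heptamer TTCCAGA, and those of the risen genes AMIGO2, CLDN1 and SLC7A11 hold GTACTTC, words whose carriers had shifted fold changes across all genes.

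**Figure D3:**
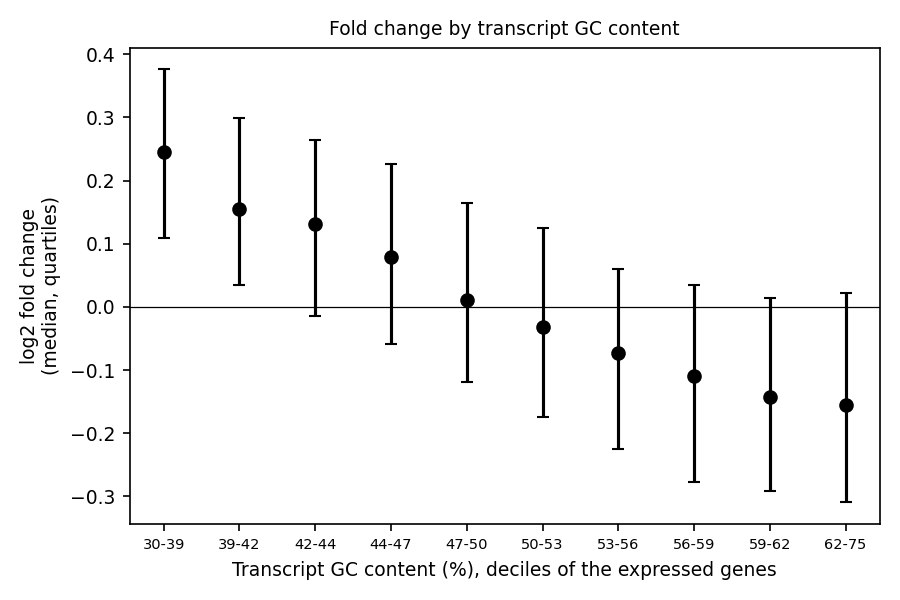
Log2 fold change (shETS1 over shLuciferase, vertical axis) by transcript GC content in deciles of 9736 expressed genes (horizontal axis, percent). Points are medians and bars reach from the lower to the upper quartile. The medians run from 0.25 in the decile with the lowest GC content to -0.16 in the decile with the highest.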

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

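In 3 rows that the authors did not test, levels reached 1 FPKM in shETS1 and lay above the control, which is what singled them out: AK316321, an unnamed transcript, was at 5.03 FPKM in shETS1 and listed at 0 in shLuciferase but has the same deposited locus as DUSP1 (38.5 and 46.6 FPKM, respectively), so its reads are uncertain, the histone gene HIST1H3F was at 2.51 against 1.78 FPKM, and the histone gene HIST1H4D at 1.06 against 0.340 FPKM. The authors' table marks the first pair as low data and the last as not tested, so no statement about a change can be made, and no test was run on them here.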

How the results depend on the processing

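The settings chosen only after the results were seen are the removal of the GC trend from the lists and from genes, the lists without the chemokine stretch, a pseudocount of 1 for named genes, and the counts without haplotype contigs and overlapping loci and without called genes that carry the heptamers under other observations. Every result rests on 1 value per group, so no sample could be left out and no other split of the samples could be examined. No paired analysis was possible because the table gives no values per sample. The number of called genes followed the threshold: at a q-value of 0.01 it was 62 (40 higher), and at 0.1 it was 150 (101 higher, 49 lower). With a mean level of at least 5 FPKM it was 48 (34 higher, 14 lower). The other settings gave between 72 and 97 calls. ETS1 lay between -1.33 and -1.17 on the log2 scale; most of these settings leave its deposited q-value as it is, so they do not test its call. Between 11 and 16 of the 25 lists had a median outside the central 95% of random lists across settings. The exception was a mean of at least 5 FPKM, where the mesothelial and ovarian lineage lists gave no value and 11 of the others lay outside. The YAP and TAZ list fell inside in 5 of the 6 settings, the histone and interferon lists in 3, and the hypoxia and epithelial lists in 2. The matrix, metalloproteinase and endoplasmic reticulum stress lists fell inside in 1. The cytokine, TGF-beta, angiogenic, ETS1 target, endothelial, mesenchymal and cholesterol synthesis lists stayed outside in each. Centring, 1 of the 6 settings, shifts a list and its random lists by the same amount, so it tests none of these placements. The move of the YAP and TAZ list with centring, from percentile 97.6 to 97.325, comes from the random draws. Lists with a called gene numbered 15, or 21 with p-values adjusted over the list alone, which does not correct across lists. No named gene that passed the test reversed its direction, but these settings could hardly reverse a called gene. A pseudocount and another q-value threshold keep the sign. Centring subtracts 0.015 log2 units, and removing the GC trend moved no called gene by more than 0.29, against 0.87 for the smallest called change. Of the named genes that did not pass, CD68, PAX8, ENO1 and RPL8 changed sign with the GC trend removed and CCND1 with centring, all near 0. With 1 FPKM added to both levels, log2 ratios shrank for MMP9 to 0.85, LRRN4 to -0.62 and CIDEC to 0.29. They also shrank for MMP1 from 1.30 to 0.73, SLC7A11 from 1.29 to 0.72, COL7A1 from 1.18 to 0.73 and TGFBR1 from 1.00 to 0.64. CLDN1, CTGF, LRRN4, MMP1 and VEGFC no longer passed at 0.01. The same held for CXCL2 (q-value 0.0306 in the authors' deposited table), CXCL3 (0.0445), IL32 (0.0178) and ARHGAP27 (0.0242). The counts of called cytokine and ARHGAP genes are therefore smaller at that threshold. No change under 1.83-fold was called over all tested genes, so smaller changes are poorly resolved.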

Other observations

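The tests of GC content and length, of the heptamer excess and of the 6 shared bases, of the interferon list, of the heptamer sites in cytokine genes and of gene families were chosen only after the result was seen. Gene families were also examined by symbol root, whether or not their genes were on the lists. Of 367 families with at least 5 tested members, 1 was enriched among the risen genes and 1 among the fallen genes after Benjamini-Hochberg adjustment of Fisher's exact test (one-sided, over genes, which are not independent). Among the fallen genes these were ARHGAP genes. ARHGAP27, on a haplotype contig, fell from 4.80 to 2.41 FPKM, ARHGAP30 from 5.50 to 2.44 FPKM and ARHGAP31 from 2.78 to 1.24 FPKM, 3 of 24 tested members where 0.0643 would be expected (adjusted p = 0.0125). Across the 22 members at a mean of at least 1 FPKM, 17 lay below 0, with a median log2 fold change of -0.14. Among the risen genes the family was COL, with 4 of 17 collagen genes (adjusted p = 0.00066). These are the 4 genes already called on the matrix list, so the family is no separate finding. GPR4, a proton-sensing receptor known from endothelial cells, was at 42.3 FPKM in the control and 12.6 FPKM in shETS1 without passing, with a q-value of 0.0759 in the authors' deposited table. Its deposited locus is shared with OPA3, so its reads are uncertain. ESAM and ROBO4 lie near each other on chromosome 11, and PTK2 (141668481 to 142011412 on chromosome 8, hg19) lies near EIF2C2 (141541264 to 141645646), which was at 19.2 FPKM in the control and 12.0 FPKM in shETS1. Across 74 called genes with at least 5 expressed genes within 1000000 bases, these neighbours had a median log2 fold change of 0.07 around risen genes and -0.02 around fallen genes.

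The first of 3 patterns weighed is the decline of fold change with transcript GC content. The Spearman rho across genes was -0.47, which is the pattern itself, and a bias by transcript length is argued against by a rho of -0.0528. The trend as the whole cause of the calls is argued against, since removing it moved no called gene by more than 0.29 log2 units, against 0.87 for the smallest called change; all 80 called genes with a GC value thereby kept their sign and at least 0.5, and 68 kept at least the smallest called size. A GC bias between the libraries and a shift in the cells that follows GC content cannot be told apart, because each group has 1 pooled value.

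The second pattern is a set of short words in 3' untranslated regions: across 9482 genes, TTCCAGA had the most negative z of 15039 heptamers (-8.88, lowest permuted value -6.16), and GTAAGCA (8.56) and GTACTTC (7.49) the highest (highest permuted value 5.89). For 2 of these words, mean residual log2 fold changes followed the order known for seed sites of small RNAs. The classes were averaged over the genes of the scan that had picked these words as extremes. A shift of the heptamer classes is therefore partly fixed by that choice. TTCCAGA gave -0.07 for genes with the heptamer followed by A and -0.04 with the heptamer alone. Its last 6 bases gave -0.02 followed by A and 0.00 alone. In the same order GTACTTC gave 0.12, 0.05, 0.01 and -0.01. GTAAGCA gave 0.07 followed by A and 0.09 alone, with overlapping intervals. Intervals of neighbouring classes also overlapped for TTCCAGA and GTACTTC, so single steps of the order are not separated. The first and last classes were apart, but the choice of the words favours such a gap and the intervals do not allow for it. For TTCCAGA these classes were at -0.097 to -0.044 against -0.019 to 0.014. For GTACTTC they were at 0.081 to 0.165 against -0.027 to 0.006. Off-target silencing by the ETS1 hairpin is a candidate explanation for part of the falls: with the called genes left out TTCCAGA still ranked 1 of 15010 (z = -8.57), 10 of the 22 fallen genes searched other than ETS1 carry it, against a mean of 4.93 and an upper end of the central 95% of 9 in 10000 draws of genes matched on region length and GC content, and ETS1 holds TTCCAGAA 2 times, as do 1.12% of 2765 genes with a region of similar length, counting those with more. Base composition is argued against, because the most negative of 557 other heptamers of the same bases reached -3.46, and the site as the whole cause is argued against by 9 fallen genes that lack even the 6 bases. Of the words with raised fold changes, GTAAGCA ranked 1 (z = 8.27) and GTACTTC 3 (z = 6.36) with the called genes left out. GTACTTC occurs in 11 of the 57 risen genes searched, beyond the upper end of 7 in matched draws. GTAAGCA occurs in 8, no more than its upper end of 8. Silencing by the luciferase hairpin in the control could give the GTACTTC excess. The hairpin sequences were not used here, so the source of these words stays open.

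The third pattern is the rise of cytokine and NF-kappaB genes. The GC trend is argued against, because the median of the 17 members with a GC value was 0.90 after its removal and 0.75 before. An interferon response to double-stranded RNA is argued against, because the median of the interferon-stimulated list was -0.14 while that of the cytokine list was 0.86. GTACTTC or GTAAGCA sites in these genes are argued against, since 0 of the 8 risen members searched carry either; other matches to the control hairpin were not tested. A consequence of the lower ETS1 level stays an untested hypothesis, and the rise may equally be an indirect effect of another silenced gene or a difference between the stable cell populations, neither of which 1 pair of group values separates.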
